# Adolescent Stress Reduces Adult Morphine-Induced Behavioral Sensitization in C57BL/6J Mice

**DOI:** 10.3389/fnbeh.2021.678102

**Published:** 2021-06-03

**Authors:** Helen M. Kamens, Carley N. Miller, Jasmine I. Caulfield, Dana Zeid, William J. Horton, Constanza P. Silva, Aswathy Sebastian, Istvan Albert, Thomas J. Gould, Diana Fishbein, Patricia Sue Grigson, Sonia A. Cavigelli

**Keywords:** morphine, social stress, adolescence, consumption, sensitization, miRNA, prefrontal cortex

## Abstract

Deaths related to opioid use have skyrocketed in the United States, leading to a public health epidemic. Research has shown that both biological (genes) and environmental (stress) precursors are linked to opioid use. In particular, stress during adolescence–a critical period of frontal lobe development–influences the likelihood of abusing drugs. However, little is known about the biological mechanisms through which adolescent stress leads to long-term risk of opioid use, or whether genetic background moderates this response. Male and female C57BL/6J and BALB/cJ mice were exposed to chronic variable social stress (CVSS) or control conditions throughout adolescence and then tested for morphine locomotor sensitization or morphine consumption in adulthood. To examine possible mechanisms that underlie stress-induced changes in morphine behaviors, we assessed physiological changes in response to acute stress exposure and prefrontal cortex (PFC) miRNA gene expression. Adolescent stress did not influence morphine sensitization or consumption in BALB/cJ animals, and there was limited evidence of stress effects in female C57BL/6J mice. In contrast, male C57BL/6J mice exposed to adolescent CVSS had blunted morphine sensitization compared to control animals; no differences were observed in the acute locomotor response to morphine administration or morphine consumption. Physiologically, C57BL/6J mice exposed to CVSS had an attenuated corticosterone recovery following an acute stressor and downregulation of twelve miRNA in the PFC compared to control mice. The specificity of the effects for C57BL/6J vs. BALB/cJ mice provides evidence of a gene-environment interaction influencing opioid behaviors. However, this conclusion is dampened by limited locomotor sensitization observed in BALB/cJ mice. It remains possible that results may differ to other doses of morphine or other behavioral responses. Long-term differences in stress reactivity or miRNA expression in C57BL/6J mice suggests two possible biological mechanisms to evaluate in future research.

## Introduction

The use of opioids is a widespread public health crisis. Between 1999 and 2018 opioid overdoses accounted for 440,000 deaths in the United States (Wilson et al., 2020). This number has been on the rise with over 46,000 Americans losing their lives to an opioid overdose in 2018 alone (Wilson et al., 2020). These deaths arise from the 10.3 million individuals who report misusing opioids each year (Substance Abuse and Mental Health Services Administration, 2019). Given the prevalence of opioid abuse in the United States, research into the mechanisms that alter the risk of opioid use is important for combating this public health crisis.

Opioid abuse is influenced by multiple factors. Human genetics studies have demonstrated that genes influence opioid use and dependence with heritability estimates ranging from 0.52 to 0.76 (van den Bree et al., 1998; Kendler et al., 1999, 2000; Sun et al., 2012). In this work, the use of different types of opioids (e.g., morphine, oxycodone, and fentanyl) is not differentiated. However, research with inbred panels of mice have confirmed a genetic influence for individual opioids, including morphine, with heritability estimates of morphine behavioral responses ranging from 0.26 to 0.44 (Bergeson et al., 2001; Kest et al., 2002; Liang et al., 2006). Although these findings support genetic influences on opioid use and responses, environmental factors also impact opioid use.

One environmental influence linked to opioid use is exposure to stress. Research in animal models has demonstrated that exposure to social stressors can influence opioid behaviors (Neisewander et al., 2012). Limiting results to only mouse models provides a more consistent pattern. In male C57BL/6J mice, exposure to chronic social stress in adulthood increased morphine preference in a 2-bottle choice experiment immediately after the stressor, but the effect was not long lasting (Cooper et al., 2017). Also, exposure to social defeat in adult male OF1 mice reinstated morphine conditioned place preference following extinction (Ribeiro Do Couto et al., 2006). These data suggest that adult social stress can influence morphine behaviors; however, there is limited data on how social stress during adolescence influences behavior related to drug use. To our knowledge there has been one study that examined the effect of an adolescent stressor, social isolation for 30 days, on the rewarding effects of morphine in mice. In male NMRI, morphine conditioned place preference was eliminated in animals raised in isolation (Coudereau et al., 1997). Determining effects of stress on opioid behaviors in both sexes is critical as prior research has demonstrated that the risk factors that lead to opioid misuse may differ between men and women. Specifically, women reported heightened distress as a risk factor for opioid abuse where as men reported greater legal or behavioral problems (Jamison et al., 2010). The pre-clinical literature described above was conducted in male mice demonstrating a need to determine if these effects also occur in female animals.

Adolescence is a critical time of brain and social development (Spear, 2013) and stress during this time generally leads to increased substance use in both humans and in animal models (Dube et al., 2003; Andersen and Teicher, 2009). In rodents, adolescence is generally defined as approximately postnatal days (PND) 28–60 when they show signs of behavioral, neurobiological, and pubertal changes that are akin to human adolescence (McCormick and Mathews, 2007). The prefrontal cortex (PFC), which is responsible for executive functions, such as decision making, impulse control, and working memory has important connections with limbic structures involved in drug use. This brain region undergoes numerous structural and functional changes during adolescence. These dynamic changes open a window for environmental factors, particularly stress, to modulate processes associated with drug use (Jankord et al., 2011). In particular, the PFC is involved in regulating the hypothalamic-pituitary-adrenal (HPA) axis which matures during adolescence and has been implicated as one pathway by which social stress may affect opioid behavioral responses in adult rats (Deroche et al., 1994, 1995). One long-lasting molecular change found as a result of adolescent stress is miRNA expression patterns (Rao and Pak, 2016; Liu et al., 2017; Xu et al., 2017). These small RNA molecules regulate the expression of messenger RNA molecules, and thus could lead to wide scale changes in gene expression profiles, neuronal function, and altered drug behaviors (Smith and Kenny, 2018).

The current study aims to investigate both environmental and genetic influences on opioid behaviors in a mouse model. We examined the influence of adolescent social stress on opioid behaviors in two different inbred mouse strains. The C57BL/6J and BALB/cJ strains were chosen because they are sensitive to long-term alterations in drug behaviors following chronic social stress in adolescence (Caruso et al., 2018a,b,c). In prior research, adult social stress (isolation or social defeat) led to increased voluntary morphine consumption (Alexander et al., 1978; Raz and Berger, 2010; Cooper et al., 2017). Thus, we hypothesized that chronic variable social stress (CVSS), a model of adolescent social stress that includes repeated cycles of social isolation and social re-organization, would increase morphine consumption. The direction of effect we expect to observed with morphine behavioral sensitization is less clear. It is possible we will observe increased sensitization for similar reasons that we hypothesize increased morphine consumption. However, data in pre-clinical models has demonstrated that adolescent stress diminishes morphine conditioned place preference (Wongwitdecha and Marsden, 1996; Coudereau et al., 1997), so it is equally reasonable to hypothesize that we will observe diminished sensitization following adolescent stress. To identify a potential mechanism by which adolescent stress alters morphine behaviors, we measured corticosterone (CORT) responses to an acute stressor and miRNA expression patterns in the PFC. As above, this brain region was chosen because it is known to be susceptible to stress manipulations and to influence drug behaviors (Andersen and Teicher, 2009). Further, in prior work we have shown long-term alterations in PFC excitatory transmission following CVSS (Caruso et al., 2018a).

## Materials and Methods

### Animals

Male and female BALB/cJ and C57BL/6J mice (The Jackson Laboratory, Bar Harbor, ME, United States) were bred at The Pennsylvania State University. On PND 21 offspring were weaned into groups of 2–3 same sex littermates housed in polycarbonate cages (28 cm × 17 cm × 12 cm) lined with corn-cob bedding. The animals were maintained on a 12-h light-dark schedule (lights on at 0700 h) in a temperature- and humidity-controlled facility with *ad libitum* food and water available. All procedures were approved by The Pennsylvania State University IACUC committee.

### Drugs and Solutions

For morphine consumption, morphine sulfate pentahydrate was obtained from the NIDA Drug Supply Program (Bethesda, MD, United States), while saccharin sodium salt and quinine hemisulfate salt were obtained from Sigma-Aldrich (St. Louis, MO, United States). Morphine, saccharin, and quinine were diluted in tap water for the consumption study (see below). For locomotor sensitization, morphine sulfate pentahydrate (Sigma-Aldrich, St. Louis, MO, United States) was diluted in physiological saline (0.9% NaCl; Baxter) and injected intraperitoneally in a 10 ml/kg volume. The two suppliers of morphine were based on differences in funding sources between projects.

### Chronic Variable Social Stress (CVSS)

To minimize litter effects, littermates were evenly distributed between the CVSS and control groups at weaning. CVSS mice underwent the stress protocol during adolescence (PND 25–59) as previously described (Caruso et al., 2017, 2018a,b,c). Following weaning mice sat undisturbed with littermates (PND 21–25). On PND 25, CVSS mice were individually housed for 3 days followed by social rehousing with 1–2 unfamiliar cage mates for 4 days. This procedure was repeated for five consecutive weeks. On PND 59, CVSS mice were rehoused with their original cage mates from weaning until behavioral testing or sacrifice. For control mice, cage mates remained the same from weaning to the end of the study. To equate handling between the control and CVSS conditions, each time CVSS mice were transferred to a new cage for individual or social rehousing, control mice were also moved to new cages. Table 1 details the number of CVSS and control animals tested for each behavioral outcome described in detail below. Importantly, all behavioral and physiological outcomes were examined in independent groups of animals.

**TABLE 1:** Overview of experimental design.

Study	Subjects	Outcome
1	C57BL/6J CON = 12 M & 15 F	Morphine Sensitization
	C57BL/6J CVSS = 14 M & 11 F	
	BALB/cJ CON = 11 M & 14 F	
	BALB/cJ CVSS = 11 M & 14 F	

2	C57BL/6J CON = 11 M & 11 F	Morphine Consumption
	C57BL/6J CVSS = 15 M & 12 F	
	BALB/cJ CON = 15 M & 11 F	
	BALB/cJ CVSS = 14 M & 14 F	

3	C57BL/6J CON = 9 M & 5 F	Acute Stress CORT Response
	C57BL/6J CVSS = 8 M & 6 F	

4	C57BL/6J CON = 6 M	Prefrontal Cortex miRNA
	C57BL/6J CVSS = 5 M	

*CON = control; CVSS = chronic variable social stress; M = male; F = female; CORT = corticosterone.*

### Methods of Behavioral and Physiological Outcomes

#### Morphine Sensitization

Approximately 1 week after CVSS was complete, adult mice (PND 65–72) were tested for morphine-induced locomotor sensitization using published methods (Phillips et al., 1994b; Kamens et al., 2005). To achieve the desired sample size, two sequential cohorts were used that were counterbalanced for strain, sex, and stress condition. This age was chosen because our prior work demonstrated changes in drug behavior and physiological responses at this time (Caruso et al., 2017, 2018a,b,c). Testing was conducted between 0900 and 1300 h. On test days, all animals were moved to the experimental room and allowed to acclimate for at least 30 min. To acclimate mice to the test chambers, on days 1–2 all mice received an acute injection of saline immediately prior to being placed into a Superflex locomotor activity chambers (Omnitech Electronics, Inc., Columbus, OH, United States). On day 3, animals were randomly assigned to the chronic saline or chronic drug group. Chronic saline mice received saline and chronic drug mice received 100 mg/kg morphine on days 3, 5, 7, and 9 immediately before being placed in the activity chamber. On day 11, mice in both the chronic saline and chronic drug conditions received 100 mg/kg morphine (Table 2 depicts full protocol). This high dose of morphine was chosen because it has been shown to elicit the development of behavioral sensitization in adolescent and adult C57BL/6J animals (Koek, 2014) and was used in prior work on long term effects of adolescent stressors in male NMRI mice (Coudereau et al., 1997). On each day, locomotor activity was measured for 30 min and data were recorded as centimeters (cm) traveled. Three scores were calculated to examine acute morphine locomotor stimulation and sensitization within the chronic saline or chronic drug groups. Acute morphine stimulation was calculated as Day 3–Day 2 locomotion in the chronic drug group and Day 11–Day 2 locomotion in the chronic saline group. Sensitization in the chronic drug group was measured as Day 11–Day 3 locomotion (Kamens et al., 2005). In each strain, 12–14 mice were tested in each of the four stress × drug groups (Control-Chronic Drug, Control-Chronic Saline, CVSS-Chronic Drug, CVSS-Chronic Saline), with approximately equal numbers of males and females in each group.

**TABLE 2:** Treatment protocol for morphine sensitization protocol.

Group	Day 1	Day 2	Day 3	Day 4	Day 5	Day 6	Day 7	Day 8	Day 9	Day 10	Day 11
***Chronic Saline***											
Injection	Saline	Saline	Saline	None	Saline	None	Saline	None	Saline	None	MO
Test	Yes	Yes	Yes	No	Yes	No	Yes	No	Yes	No	Yes
***Chronic Drug***											
Injection	Saline	Saline	MO	None	MO	None	MO	None	MO	None	MO
Test	Yes	Yes	Yes	No	Yes	No	Yes	No	Yes	No	Yes

*MO: Morphine.*

#### Morphine Consumption

With a separate cohort of adult mice (starting PND 65–68) 2-bottle choice morphine consumption was tested using published methods (Eastwood and Phillips, 2014). Mice were individually housed and provided with two 25-ml graduate cylinders fitted with sipper tops. To acclimate mice to the new test environment, water was available for 2 days in both tubes. After acclimation, water tubes were replaced with one tube containing 0.2% saccharin plus morphine while the other tube contained 0.2% saccharin plus quinine. Quinine was provided as the alternative solution to account for the bitter taste of morphine following published protocols (Eastwood and Phillips, 2014). Drug solutions were available 24 h a day. Morphine/quinine concentration increased every 4 days (morphine: 0.3, 0.7, and 1 mg/ml; quinine: 0.2, 0.4, and 0.55 mg/ml). Body weight was measured each time the drug concentration changed. The side of the cage where morphine was presented was alternated every other day to prevent the development of a side preference. Morphine consumption (mg/kg), quinine consumption (mg/kg), and total fluid consumption (ml) were calculated and used as dependent variables. For each drug concentration, the average of day 2 and 4 consumption values were used to assess stable drug intake (Phillips et al., 1994a). For each strain, 22–28 mice were tested from each stress condition, evenly split between males and females.

#### Acute Stress

Our data indicated that C57BL/6J, but not BALB/cJ mice, showed different behavioral responses to morphine following adolescent stress (see section “Results”), therefore the remaining measures were limited to this strain. Adult C57BL/6J mice (PND 81–83) were used to measure the glucocorticoid response to an acute stressor. We used a standard restraint stress protocol administered between 0900 and 1100 h. Mice were removed from their home cage and placed in a broom-style restrainer. The tip of the tail (<1 mm) was removed and a baseline blood sample was collected within 3 min of initial disruption. Mice remained in the restrainer for 15 min then were placed into individual holding cages. At 30 and 90 min after initial placement in the restraint tube, mice were briefly returned to restrainers for an additional blood sample collection. These time points were chosen to capture peak (30 min) and recovery (90 min) CORT levels following an acute stressor (Romeo, 2010). Stress reactivity was defined as 30 min CORT–baseline CORT and recovery was defined as 90 min CORT–30 min CORT (Sapolsky et al., 1983). These two scores were used as dependent variables. Fourteen CVSS and 14 control animals were tested in this protocol including both sexes. Blood samples were collected into heparinized capillary tubes and immediately stored on ice. Plasma was obtained by centrifuging samples for 15 min at 10,000 × *g* at 4°C then stored at −80°C. CORT was measured using a commercial [^125^I] radioimmunoassay kit (MP Biomedicals, Solon, OH, United States) following manufacturer guidelines (Caruso et al., 2018a,b). Intra- and inter-assay coefficients of variation were 7.8 and 0.8 (for low control) and 7.5 and 7.5 (for high control).

#### Prefrontal Cortex (PFC) miRNA Gene Expression

To examine adolescent stress-induced alterations in miRNA gene expression 11 (6 control, 5 CVSS) male C57BL/6J mice, unexposed to opioids, were used. Only C57BL/6J males were examined because they exhibited a change in morphine sensitization following CVSS (see section “Results”). Following CVSS, these mice remained undisturbed (i.e., no behavioral testing) until PND 70 when they were euthanized by cervical dislocation and brains removed. A mouse brain matrix was used to obtain 1 mm slices. The PFC was punched from the slice with a blunt needle that captured both hemispheres and immediately place into RNAlater. Tissue was homogenized and RNA was extracted using the RNeasy^®^ Plus Universal Mini Kit (Qiagen, Valencia, CA, United States) following the manufacturers’ guidelines for the isolation of total RNA including small RNAs. RNA quality was determined using the RNA Integrity Number (RIN) with an Agilent 2100 Bioanalyzer (Santa Clara, CA, United States). The average RIN of our samples was 9.2 (range 8.9–9.3), suggesting high quality (Schroeder et al., 2006).

RNA-Seq libraries were prepared using the TruSeq Small RNA Library Construction Kit (Illumina, San Diego, CA, United States). The resulting libraries were quantified and pooled for sequencing on an Illumina HiSeq to obtain 50 bp reads. On average we obtained 7 million reads per sample with and average mapping rate of 81%. Library preparation and sequencing was conducted in the Penn State Genomics Core Facility, University Park, PA. Sequencing data are available from the NCBI GEO database (experimental series accession number: GSE172077).

Sequencing reads were mapped to the mouse genome (*Mus musculus* mm10) using ShortStack (Johnson et al., 2016). miRNA annotations were downloaded from miRBase and reads mapped to miRNAs were counted in ShortStack using the default settings. Differential expression between groups was performed using DESeq2 (Love et al., 2014). *P*-values were corrected for multiple comparisons using a Benjamini-Hochberg false discovery rate of 5% (Benjamini and Hochberg, 1995).

Differentially expressed miRNAs were analyzed for predicted mRNA targets and associated biological pathways using the DIANA toolkit^1^ and Ingenuity Pathway Analysis (IPA) software (content version 52912811; Krämer et al., 2014). The number of miRNA-gene relationships was predicted using the DIANA microT-coding sequence (CDS) tool, v.5 (Paraskevopoulou et al., 2013), which computes miRNA-mRNA interaction scores for predicted targets in mRNA 3′-UTR and CDS transcript regions. The microT-CDS score threshold was set to the default 0.8, which is recommended for optimal analysis sensitivity and stringency.

Enrichment analyses were run using two different methods. First, an exploratory assessment, IPA Core Expression analysis was run using IPA microRNA target filter output. The IPA microRNA target filter queries the TargetScan, TarBase, and miRecords databases, which contain predicted and experimentally validated miRNA-mRNA interactions at all prediction confidence levels. Enriched Canonical Pathways and Diseases/Biological Functions were identified using an uncorrected significance threshold of 0.05. Full IPA analysis settings are available in Supplementary Materials (Supplementary Table 1). Second, a more stringent approach, the DIANA miRPath tool, v.3 (Vlachos et al., 2015) was used to identify enriched KEGG pathways from transcripts identified by the microT-CDS algorithm. miRPath was run using the “Pathways Union” algorithm, with “Unbiased Empirical Distribution” selected as the enrichment method. In contrast to the commonly used miRPath “Genes Union” setting, which is similar to the approach taken by the IPA Core analysis, Pathways Union utilizes an FDR corrected, merged *p*-value that represents the likelihood a certain biological pathway is targeted by at least one of the input miRNAs. Further, use of an empirical distribution, which includes all transcripts predicted to be targets of miRNAs (vs. the entire murine transcriptome), has been suggested to reduce algorithm bias and increase prediction accuracy (Bleazard et al., 2015).

### Statistical Analysis

Behavioral data were analyzed in SPSS (IBM, Armonk, NY, United States) with factorial analysis of variance (ANOVA). Independent factors included stress (Control vs. CVSS), strain (C57BL/6J vs. BALB/cJ), sex (male vs. female), day (1–11), concentration (morphine: 0.3/0.7/1 or quinine: 0.2/0.4/0.55 mg/ml), and drug group (chronic saline vs. chronic drug) where appropriate. Interactions that included multiple variables were interpreted with successive ANOVAs with fewer factors. Tukey’s *post hoc* test was used and the alpha level set at 0.05.

## Results

### Morphine Sensitization

The impact of adolescent social stress on morphine sensitization varied by strain. Adult C57BL/6J mice exposed to adolescent social stress had blunted morphine sensitization, but BALB/cJ mice did not (Figures 1A–D vs. E–H). In the overall analysis with strain, stress, sex, drug group, and day as factors, we observed many significant effects involving strain ranging from a main effect of strain to 4-way interactions involving this factor, thus we conducted further analyses split by strain (see Supplementary Table 2 for full ANOVA results).

**FIGURE 1:**
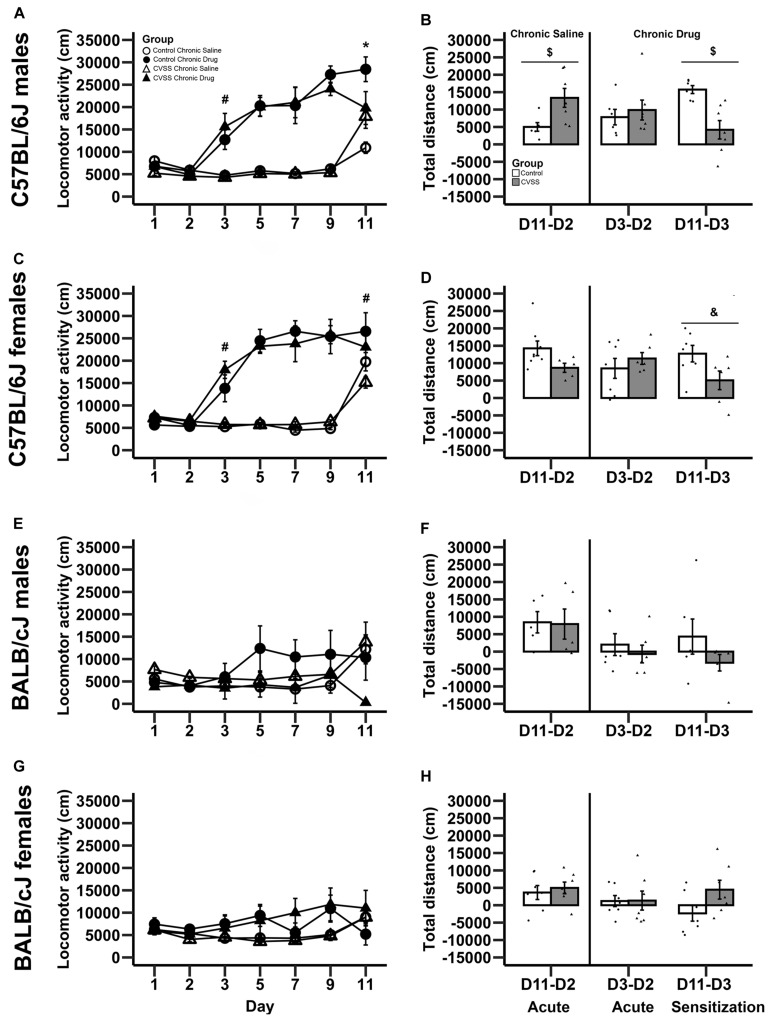
Morphine-induced acute behavioral stimulation and sensitization in adult C57BL/6J and BALB/cJ mice. Daily mean locomotor distance (cm) ±SEM are presented in panels: **(A)** C57BL/6J males, **(C)** C57BL/6J females, **(E)** BALB/cJ males, and **(G)** BALB/cJ females. Within-subject morphine stimulant and sensitization scores (mean ± SEM) are presented in panels: **(B)** C57BL/6J males, **(D)** C57BL/6J females, **(F)** BALB/cJ males, and **(H)** BALB/cJ females. Chronic saline animals are on the left side and chronic drug treated mice on the right side in each panel, with sensitization in the chronic drug treated mice shown in the far right-hand bars. *N* = 5–8 per stress and drug condition. *p < 0.05 for the stress × drug group interaction; #*p* < 0.05 for the main effect of drug group; $*p* < 0.05 for the main effect of stress; &*p* = 0.055 for the main effect of stress.

In C57BL/6J mice, we observed multiple significant effects (see Table 3 for full results) including a day × stress × sex × drug group interaction (*F*_6_,_264_ = 2.5, *p* < 0.05). To decompose this 4-way interaction, follow up analyses were conducted in each sex separately. In male C57BL/6J mice, we observed a significant main effect of day (*F*_6_,_132_ = 38.4, *p* < 0.001), drug group (*F*_1_,_22_ = 88.2, *p* < 0.001), day × drug group (*F*_6_,_132_ = 22.5, *p* < 0.001), and day × stress × drug group interactions (*F*_6_,_132_ = 4.3, *p* < 0.01). The interactions between day and group are consistent with the experimental design and suggest that the pattern of activity across days is dependent on the experimental drug group. Thus, further analyses were limited to the key days that examined between-groups acute locomotor stimulation (Day 3) and sensitization (Day 11) (Gubner et al., 2014; Miller and Kamens, in press). On Day 3, the first day of morphine exposure in the chronic drug group, C57BL/6J mice showed increased locomotion in response to morphine injection compared to the chronic saline group that received saline, indicating the expected morphine stimulant response (main effect of drug group: *F*_1_,_22_ = 24.4, *p* < 0.01). There were no other main effects or interactions with stress on Day 3. On Day 11, the 5th day of morphine treatment in the chronic drug group compared to the first day of morphine exposure in the chronic saline group, there was a significant main effect of drug group (*F*_1_,_22_ = 11.7, *p* < 0.01) and a stress × drug group interaction (*F*_1_,_22_ = 7.6, *p* < 0.05). *Post hoc* analyses demonstrated that for control animals there was a significant difference between the chronic drug and chronic saline groups (*p* < 0.05), indicating the expected morphine sensitization. In contrast, there was no significant difference between the chronic drug and chronic saline groups in the CVSS animals, suggesting attenuated morphine sensitization.

**TABLE 3:** Morphine Sensitization ANOVA Output from C57BL/6J mice including Day, Stress Condition, Sex, and Drug Group as independent factors.

Factor	Df	*F*	*p*-value
Day	6, 264	85.9	<0.001*
Day × Stress Condition	6, 264	1.3	0.3
Day × Sex	6, 264	0.7	0.7
Day × Drug Group	6, 264	55.1	<0.001*
Day × Stress Condition × Sex	6, 264	0.9	0.5
Day × Stress Condition × Drug Group	6, 264	2.6	0.02*
Day × Sex × Drug Group	6, 264	1.2	0.3
Day × Stress Condition × Sex × Drug Group	6, 264	2.5	0.02*
Stress Condition	1, 44	0.1	0.8
Sex	1, 44	2.0	0.2
Drug Group	1, 44	152.8	<0.001*
Stress Condition × Sex	1, 44	0.1	0.8
Stress Condition × Drug Group	1, 44	0.1	0.7
Sex × Drug Group	1, 44	0.2	0.6
Stress Condition × Sex × Drug Group	1, 44	0.2	0.7

*p < 0.05.

A similar pattern was observed in male C57BL/6J mice with the within-group analyses. In chronic saline exposed male C57BL/6J mice, CVSS males had a more robust acute locomotor response to morphine compared to unstressed control males (Day 11–Day 2; *t*_11_ = −2.6, *p* < 0.05; Figure 1B). But there was no significant difference in the acute locomotor response to morphine between stress and control animals in the chronic drug groups (Day 3–Day 2). Findings from the within-group measure of sensitization (Day 11–Day 3), replicated the between-group analysis (Day 11 above). Control male C57BL/6J mice exposed to chronic morphine exhibited robust behavioral sensitization that was attenuated in CVSS animals (*t*_11_ = 3.8, *p* < 0.01; Figure 1B).

In female C57BL/6J mice, we observed a significant main effect of day (*F*_6_,_132_ = 48.7, *p* < 0.001), group (*F*_1_,_22_ = 68.4, *p* < 0.001), and a day × drug group interaction (*F*_6_,_132_ = 34.3, *p* < 0.001). Importantly, in female C57BL/6J mice the main effect of stress and interactions with this variable were not significant. When examining days indicative of acute stimulation (Day 3) and sensitization (Day 11) there were significant main effects of drug group (*t*_24_ = −5.5, *p* < 0.001, *t*_24_ = −2.4, *p* < 0.05, respectively). Compared to chronic saline mice, chronic drug mice exhibited greater locomotor activity on Day 3 (mean ± SEM, 5541 ± 258, 15732 ± 1863, respectively), indicative of the acute stimulant response, and a greater response on Day 11, indicative of between-groups sensitization (mean ± SEM, 17994 ± 1463, 24929 ± 2475, respectively). In the within-group analysis, no significant stress group differences were observed for the acute locomotor response in either the chronic saline or chronic drug groups. When behavioral sensitization (Day 11 – Day 3) was examined, there was a statistical trend (*p* = 0.055) where female C57BL/6J mice exposed to chronic adolescent social stress had blunted morphine sensitization compared to control animals (Figure 1D).

In BALB/cJ mice, the 100 mg/kg dose of morphine did not result in locomotor stimulation or sensitization (Figures 1E–H). The overall analysis within this strain demonstrated a main effect of day (*F*_6_,_252_ = 4.9, *p* < 0.001) and a day × drug group interaction (*F*_6_,_252_ = 6.6, *p* < 0.001). *Post hoc* analysis found no significant effects on Day 3 or Day 11. Further, there were no significant effects observed in the within-group analysis for either acute stimulation or sensitization in BALB/cJ mice.

### Morphine Consumption

Five C57BL/6J mice (spread among stress conditions and sex) died during the consumption study. Veterinarian examination revealed that the animals did not have food in their stomachs suggesting drug-induced anorexia. Although we followed a published 24-h morphine access consumption paradigm (Eastwood and Phillips, 2014), future work should consider limiting drug availability to 18 h to decrease the chance of such an adverse effect (Kamens et al., 2005).

Adolescent social stress did not influence adult morphine consumption in either C57BL/6J or BALB/cJ (Figure 2) mice. In an overall analysis of morphine consumption (mg/kg) there was a significant main effect of strain (*F*_1_,_95_ = 180.9, *p* < 0.001) and a strain × concentration interaction (*F*_2_,_190_ = 43.5, *p* < 0.001), thus C57BL/6J and BALB/cJ mice were separated for further analyses. In C57BL/6J mice, morphine consumption increased in a concentration dependent manner (Figure 2A; main effect of concentration: *F*_2_,_90_ = 348.8, *p* < 0.001, all *post hoc p* < 0.001), but no other significant main effects or interactions were observed. There were no significant effects on quinine consumption (Figure 2C). For total fluid intake, while there was a significant sex × concentration interaction (*F*_2_,_90_ = 3.3, *p* < 0.05), *post hoc* comparison suggest this was driven by a trend (*p* = 0.06) for the males to consume more fluid compared to females (8.9 ± 0.6, 7.7 ± 0.3, respectively), but only when the middle morphine concentration (0.7 mg/ml) was available.

**FIGURE 2:**
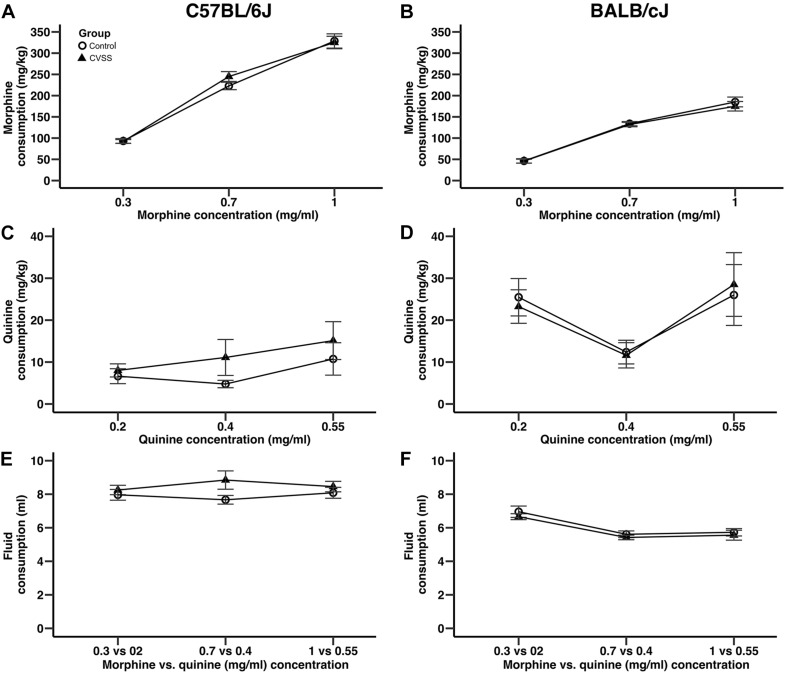
Adolescent stress did not influence morphine or quinine consumption in adult C57BL/6J or BALB/cJ mice. Morphine consumption and quinine consumption (mean ± SEM) in **(A,C)** C57BL/6J and **(B,D)** BALB/cJ mice. Mean (±SEM) total fluid intake in **(E)** C57BL/6J and **(F)** BALB/cJ mice. *N* = 22–28 per strain and stress condition.

Similar to the results observed in C57BL/6J mice, in BALB/cJ mice drug concentration influenced intake, but no main effects or interactions with stress condition were observed. BALB/cJ mice consumed significantly more morphine when the 0.7 and 1 mg/ml morphine concentrations were available compared to the 0.3 mg/ml concentration (Figure 2B, main effect of concentration: *F*_2_,_100_ = 228.4, *p* < 0.001, all *post hoc p* < 0.001). Importantly, there were no main effects or interactions with stress condition. In BALB/cJ mice, there was a significant main effect of concentration on quinine consumption (*F*_2_,_100_ = 6.0, *p* < 0.01). Here, quinine consumption was lower when the middle quinine concentration was available relative to the low or high concentrations (Figure 2D, all *post hoc p* < 0.05). Finally, when total fluid intake was examined there was a significant main effect of concentration (*F*_2_,_100_ = 27.2, *p* < 0.001) and sex (*F*_1_,_50_ = 4.9, *p* < 0.05). BALB/cJ mice drank significantly more fluid when the 0.3 mg/ml (6.8 ± 0.2) morphine concentration was available relative to both the 0.7 (5.5 ± 0.1) or 1 (5.6 ± 0.2) mg/ml concentrations (Figure 2F, all *post hoc p* < 0.001). Overall, male BALB/cJ mice consumed more fluid than female BALB/cJ mice (6.2 ± 0.1, 5.7 ± 0.2, respectively).

### Acute Stress

Adult C57BL/6J mice exposed to adolescent social stress had a slower recovery of CORT levels following acute restraint stress compared to control mice (Figure 3). Baseline levels of CORT were not influenced by stress or sex (data not shown). We then examined stress reactivity (30 min CORT–baseline CORT) and again no significant effects were observed. In contrast, when recovery (90 min CORT–30 min CORT) was examined there was a significant main effect of stress (*F*_1_,_24_ = 12.1, *p* < 0.01) and sex (*F*_1_,_24_ = 4.9, *p* < 0.05), but the interaction of these variables was not significant. Mice exposed to CVSS had a slower CORT recovery compared to control animals (3.3 ± 32.5, −88.7 ± 32.2, respectively) and females recovered more slowly than males (45.1 ± 26.9, −99.5 ± 28.5, respectively).

**FIGURE 3:**
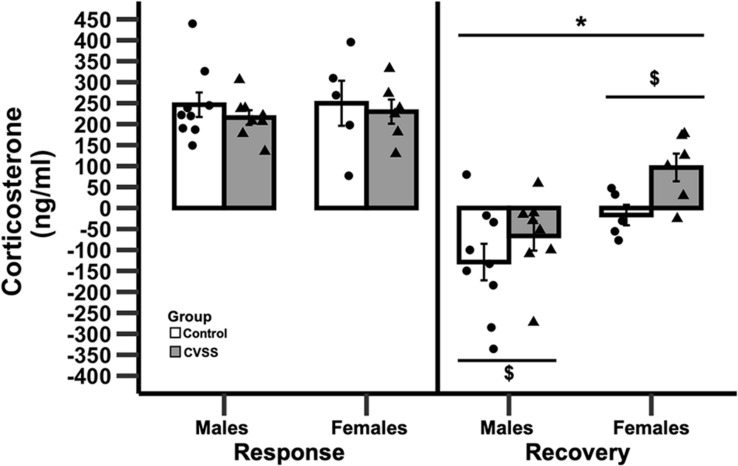
Change in corticosterone following 15 min of restraint stress in adult C57BL/6J mice. Mean corticosterone (ng/ml) ±SEM in C57BL/6J male and female mice. *N* = 14 per stress condition. *p < 0.05 for the main effect of sex; $*p* < 0.05 for the main effect of stress group.

### Prefrontal Cortex (PFC) miRNA Gene Expression

In adult C57BL/6J male mice, of the 904 miRNA identified through RNA sequencing, twelve (miR-429-3p, miR-200a-3p, miR-96-5p, miR-141-3p, miR-200b-3p, miR-183-5p, miR-200a-5p, miR-182-5p, miR-200c-3p, miR-141-5p, miR-183-3p, and miR497b; Figure 4) were downregulated following adolescent social stress (for full results see Supplementary Table 3). 

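Small-RNA libraries were prepared from the prefrontal cortex (PFC) of 11 male C57BL/6J mice that had not received opioids, 6 control and 5 CVSS, with 1 library per mouse. CVSS mice spent 3 days of each week alone and 4 days with unfamiliar cage mates for 5 weeks between PND 25 and 59, and tissue was collected at PND 70. The authors mapped the reads to mm10 with ShortStack and deposited the number of reads counted on each of 2110 mature miRNA loci, without normalization. In control mice the total count on these loci ranged from 2732756 to 6674512, with a median of 3934073. In CVSS mice it ranged from 2334574 to 5013479, with a median of 2865204. The difference in mean total, CVSS minus control, was -982706 counts and did not exceed the spread between mice (two-sided exact permutation test, p = 0.240). The mean over the 11 libraries was 3.71 M counts on miRNA loci (M, 1000000), whereas the paper reports an average of 7 M reads per sample, and the values given here rest on the counts. A count of 0 allows up to 3 counts, which corresponds to between 0.575 and 1.26 CPM (counts per 1000000 counts) depending on the library, and this limit covers counting error only. Of the 1372 loci with at least 1 count, 306 had the same count as another locus in all 11 libraries, and 58 of these had at least 10 counts. Counts were normalized by edgeR's TMM method and compared with edgeR's quasi-likelihood test, without covariates, over the 882 loci with at least 10 counts summed over the libraries. P-values were adjusted by the Benjamini-Hochberg method. Log2 fold changes are CVSS over control, so a negative value is a lower level following CVSS.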

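Each of the 12 miRNA named had a negative log2 fold change, with a median of -5.93 and a range from -7.23 for miR-141-3p to -2.76 for miR-497b. Their adjusted p-values from edgeR's quasi-likelihood test lay between 0.0558 and 0.186 over all loci tested. Adjusted over the list alone, 12 of the 12 had an adjusted p-value under 0.05 in that test, which is not independent evidence because the study chose the list on these mice. The median was moved most by leaving out CVSS mouse 5, to -8.08. miR-429-3p was measured at 4504 ± 4624 CPM (SD, n = 6) in control mice and 49.8 ± 80.5 CPM (SD, n = 5) in CVSS mice, a log2 fold change of -6.50 (standard error 1.46, edgeR adjusted p = 0.0558). miR-141-3p was measured at 1845 ± 2308 CPM in control mice and 12.2 ± 15.1 CPM in CVSS mice, with a standard error of 1.53 for its log2 fold change and the same adjusted p-value. Its sequence differs from that of miR-200a-3p at 2 of 22 positions, so the counting could have split reads between these miRNA. Levels differed widely among control mice, and miR-429-3p was 579-fold higher in control mouse 37 than in control mouse 29. Control mouse 29 lay below the highest CVSS mouse for 11 of the 12 miRNA, and miR-497b alone had every control mouse above every CVSS mouse. For the difference in mean log2(CPM + 1), two-sided exact permutation tests gave adjusted p-values between 0.0260 and 0.0411 over the 12 miRNA. These too are adjusted over the list chosen on these mice, so they are not independent evidence. With 1 mouse left out in turn, the number of miRNA under 0.05 ranged from 0 to 12. On the linear CPM scale the same exact permutation test left 0 of the 12 with an adjusted p-value under 0.05. miR-497b was counted 4 to 17 times per control mouse and 0 to 2 times per CVSS mouse, all of the latter within the limit that a count of 0 allows. Its mean was therefore at least 2.30-fold lower following CVSS, or 1.95-fold without control mouse 37. This bound does not hold for each mouse, since control mouse 21, at 1.03 CPM, lay below the limit of 1.26 CPM in CVSS mouse 1. The locus of miR-497b overlaps that of miR-497a-3p on the opposite strand by 17 bases, and these loci held 55 and 46 counts in all, so their reads could not be separated with certainty. Together the 12 miRNA took 10.6 ± 11.4% (SD, n = 6) of the counts in control mice and 0.271 ± 0.473% (SD, n = 5) in CVSS mice, a difference of -10.3 percentage points (two-sided exact permutation test, p = 0.0693). Without control mouse 37, which held the highest share at 30.5%, the difference was -6.31 points (exact permutation test, p = 0.0317). The paper takes miRNA under its false discovery rate threshold in DESeq2 as differentially expressed and states that these miRNA were downregulated following adolescent social stress (Figure 4). It proposes that they could contribute to the altered behavioral responses through their regulation of mRNA.

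**Figure D1:**
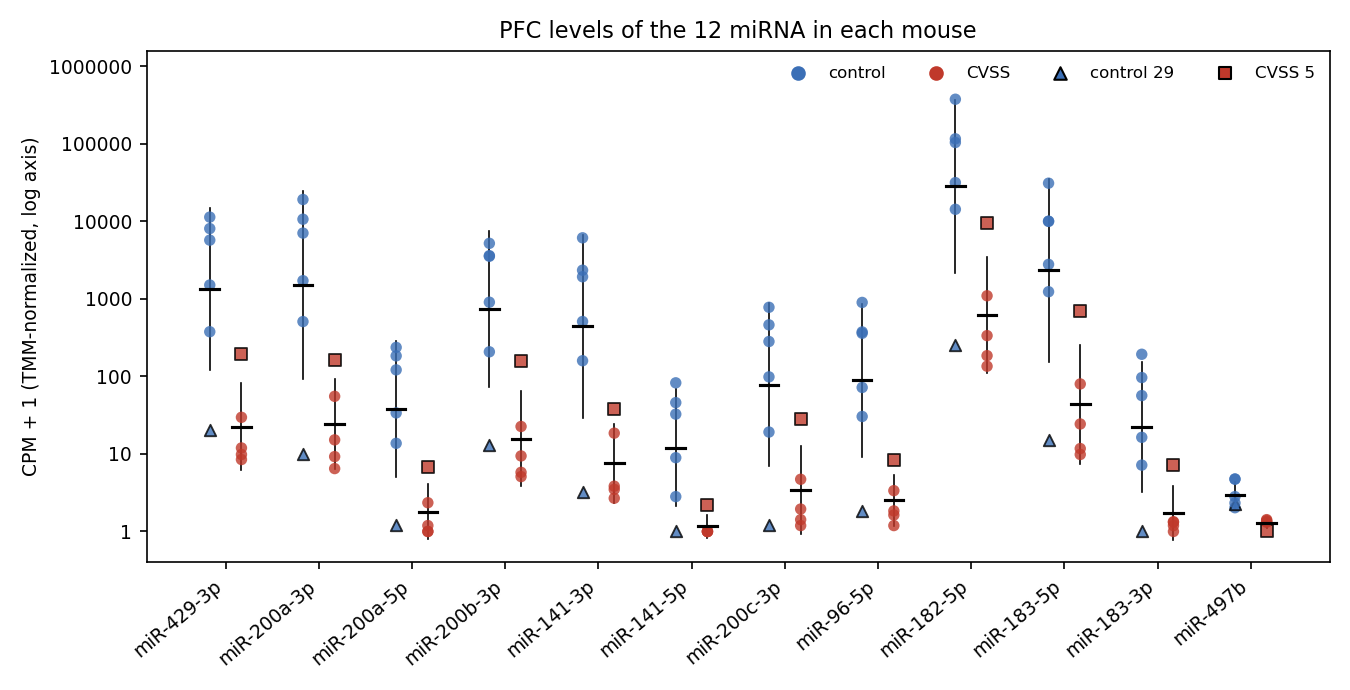
TMM-normalized CPM plus 1 (log axis) of the 12 miRNA in each mouse, control in blue and CVSS in red, with bars at the mean and lines of 1 SD of the log values. Control mouse 29 (triangles) lies below CVSS mouse 5 (squares) for 11 of the 12 miRNA, miR-497b being the exception.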

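The miRNA whose targets were predicted come from 9 precursors, and 11 of the 12 lie in 3 genomic clusters on the minus strand of mm10. The cluster on chromosome 4, from 156053905 to 156055750, spans 1846 bases and holds Mir429, Mir200a and Mir200b within an intron of Ttll10. The miR-183 cluster on chromosome 6, from 30165918 to 30169737, spans 3820 bases and holds Mir182, Mir96 and Mir183. Mir141 and Mir200c lie within 477 bases on chromosome 6, from 124717914 to 124718390, in an intron of the antisense transcript Gm15884. Mir497b lies on chromosome 11 from 70234692 to 70234816, opposite Mir497. Target prediction rests largely on the seed, taken here as positions 2 to 8 from the 5′ end of the mature miRNA. The 12 miRNA carry 9 distinct seeds. The DNA form of the seed is AATACTG in miR-429-3p, miR-200b-3p and miR-200c-3p, and AACACTG in miR-200a-3p and miR-141-3p, whereas each of the other 7 miRNA has a seed of its own. miR-200b-3p and miR-200c-3p differ at 2 of 22 positions, and the counting could have split reads between them.

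**Figure D2:**
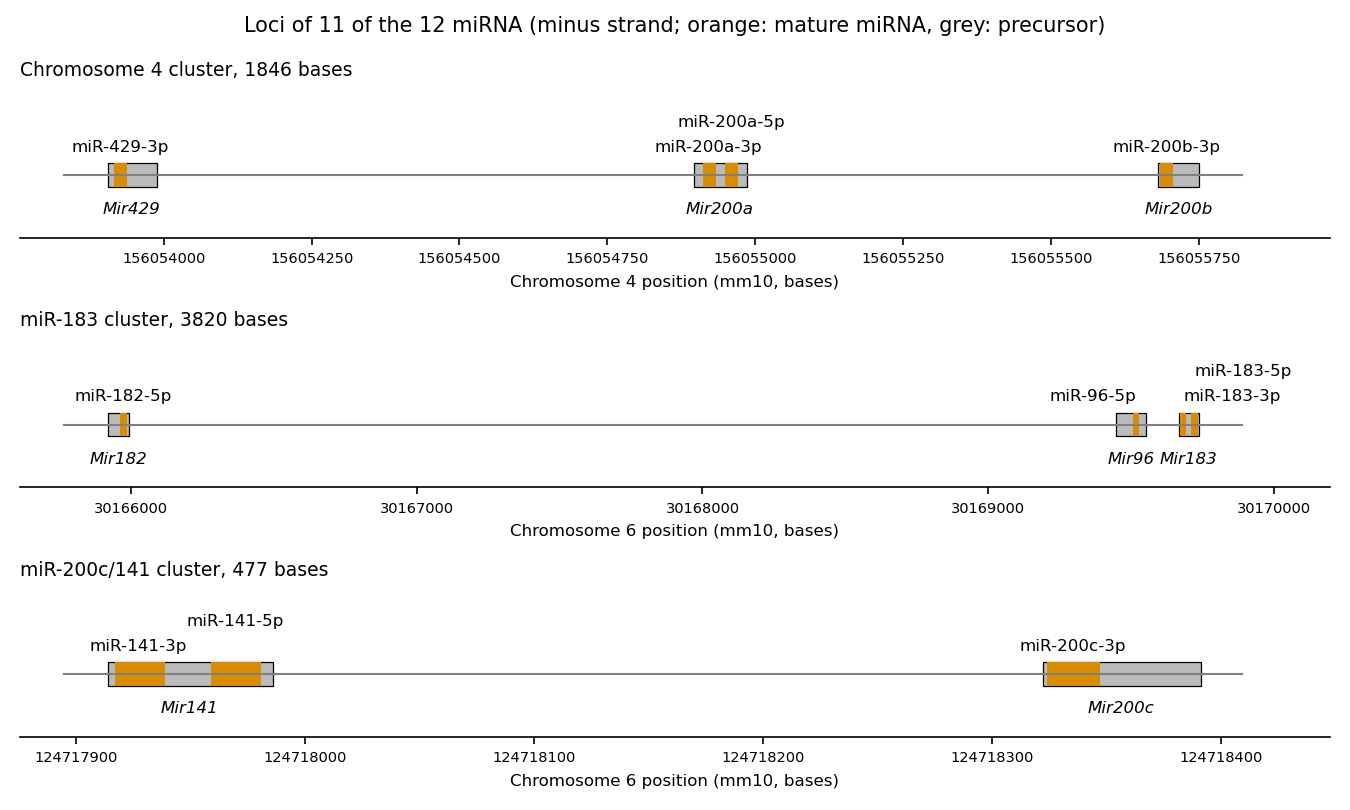
Positions in mm10 (bases) of the precursors (grey) and the mature miRNA named (orange) in the 3 clusters, each panel at its own scale. The clusters span 1846, 3820 and 477 bases, and all 11 miRNA lie on the minus strand.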

The DIANA microT-CDS algorithm, run with the 12 differentially expressed miRNA, predicted 5433 total miRNA-mRNA relationships, with 2820 unique mRNA targets. Five significant KEGG pathways were identified by miRPath: MAPK signaling, Glycosphingolipid biosynthesis (lacto and neolacto series), AMPK signaling, Glycosphingolipid biosynthesis (globo series), and Gap junction (see also Table 4). At a significance threshold of 0.05, IPA Core Expression analysis identified 500 enriched Diseases/Biological Functions and 267 enriched Canonical Pathways. See Table 5 for the top five enrichment terms in each category and Supplementary Tables 4,5 for full IPA output.

**FIGURE 4:**
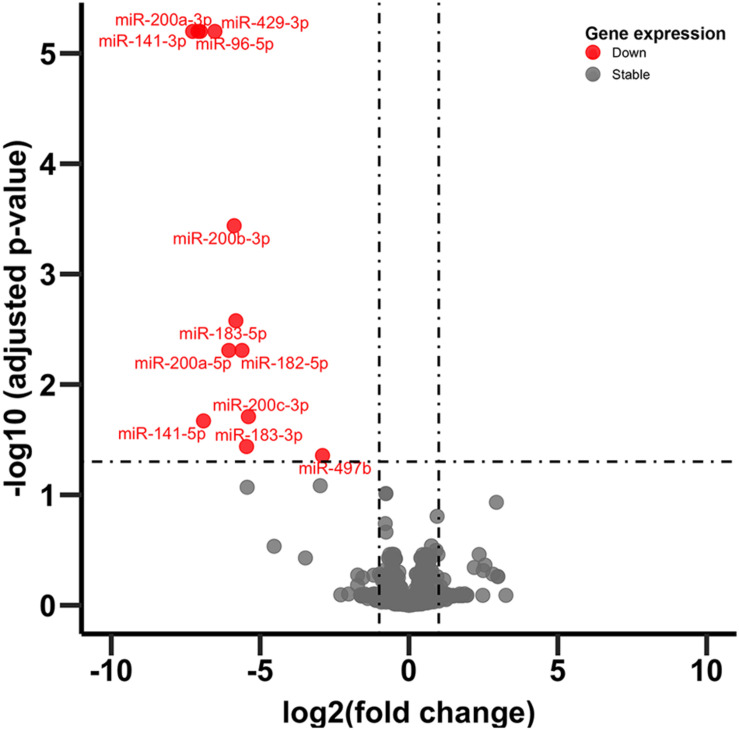
Volcano plot of miRNA expression. Dots in red indicate miRNA significantly downregulated following CVSS compared to control (FDR < 0.05).

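With edgeR's quasi-likelihood test 0 of the 882 loci had an adjusted p-value under 0.05, and 78 loci, 40 of them lower following CVSS, had an unadjusted p-value under 0.05. The count of loci under the adjusted threshold depended on the test and on the loci that entered it. DESeq2 with default settings gave an adjusted p-value for 904 loci and called 12, all lower following CVSS, and these were the miRNA the paper names. Their DESeq2 adjusted p-values ranged from 6.33e-06 for miR-429-3p, miR-200a-3p, miR-141-3p and miR-96-5p to 0.0440 for miR-497b. The log2 fold changes of the 12 in this fit differed from those the authors deposited, with the sign reversed, by at most 2.87e-05. Without DESeq2's Cook's distance cutoff and independent filtering 10 of 1372 loci were called. In edgeR without a count minimum, 15 of 1372 loci were called, the 12 and, chosen after their values were seen, miR-497a-3p, miR-200b-5p and miR-182-3p. With limma-voom 0 loci were called and 67 had an unadjusted p-value under 0.05. With 1 mouse left out in turn, the count in edgeR was 15 loci without control mouse 29, 11 without control mouse 33 and 0 without any other mouse. In DESeq2 the count ranged from 5 without control mouse 37 to 14 without control mouse 33.

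**Figure D3:**
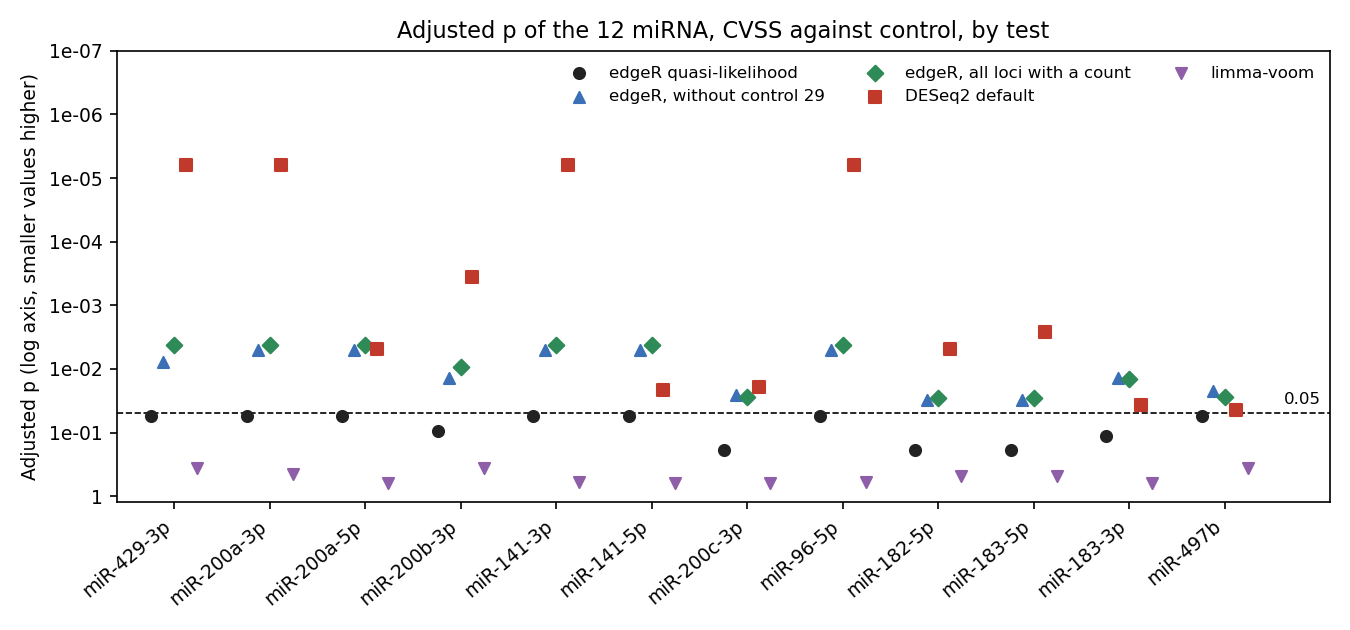
Adjusted p-values (log axis, smaller values higher) of the 12 miRNA, CVSS against control, in edgeR with 3 choices of loci or mice, in DESeq2 and in limma-voom, with a dashed line at 0.05. The edgeR values with all mice lie between 0.0558 and 0.186, and the DESeq2 values between 6.33e-06 and 0.0440.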

**TABLE 4:** miRPath output.

KEGG pathway	*p*-value	#genes	#miRNAs
MAPK signaling pathway	0.015	5	1
Glycosphingolipid biosynthesis–lacto and neolacto series	0.018	2	1
AMPK signaling pathway	0.027	4	1
Glycosphingolipid biosynthesis–globo series	0.027	3	2
Gap junction	0.048	2	1

**TABLE 5:** IPA output.

IPA top five canonical pathways	*p*-value	
Molecular mechanisms of cancer	3.98E-11	
BMP signaling pathway	1E-10	
Synaptogenesis signaling pathway	2.75E-10	
Cardiac hypertrophy signaling	3.24E-09	
GNRH signaling	1.66E-08	

**IPA disease/function annotation**	***p*-value**	**#molecules**

Non-hematological solid tumor	7.44E-208	4133
Non-hematologic malignant neoplasm	1.25E-204	4118
Cancer	3.74E-190	4164
Malignant solid tumor	1.4E-189	4151
Non-melanoma solid tumor	5.4E-189	4079

## Discussion

In the present study we examined the effect of adolescent social stress on adult morphine behaviors in two inbred strains of mice, and characterized two key biological mechanisms that may account for decreased morphine sensitization in C57BL/6J mice exposed to adolescent social stress. We found that adolescent social stress blunted morphine sensitization in adult C57BL/6J, but not BALB/cJ, mice, an effect that was more robust in males. This behavioral effect of stress emerged after repeated drug administration, as there was little evidence of a change in the acute locomotor response to morphine. Adolescent stress did not influence adult voluntary morphine consumption in either strain. We observed long-term changes in both the recovery of the CORT response following an acute stressor and in the expression of adult miRNA in the PFC. It is possible that these changes reflect mechanisms linked to the altered morphine response. These data indicate that a gene-environment interaction may influence opioid behaviors.

Our results indicate that male C57BL/6J mice are particularly vulnerable to lasting effects of adolescent stress. In both the within- and between-groups analysis we observed that control animals developed normal morphine-induced behavioral sensitization, but this was blunted in animals that were exposed to social stress in adolescence. A similar statistical trend (*p* = 0.055) was observed in female C57BL/6J mice in the within-group analysis. Due to the complex design of this experiment, there were 5–8 mice per sex, stress condition, and drug group; thus, it is possible we were underpowered to detect significant effects. The fact that there is a known statistical power advantage of within-subject designs may explain why we observed a trend in the female C57BL/6J mice using this analysis (Keppel, 1991). Our findings are consistent with the work of Shaham et al. (1995) in adult male rats. Here the authors showed that restraint stress not paired with an intra-VTA morphine injection exhibited less locomotor sensitization compared to morphine only treated rats or animals who had 15 min of restrain stress paired with a morphine injection. Interestingly, this pattern only emerged with an intra-VTA morphine injection and not when the drug was administered systemically.

Our findings that adolescent stress blunts morphine sensitization aligns with two other pre-clinical studies. In work by Coudereau, no morphine conditioned place preference (8, 16, 64, or 100 mg/kg) was observed in male NMRI mice that were exposed to 30 days of social isolation starting in adolescence (Coudereau et al., 1997). Similar abolishment of morphine conditioned place preference was observed in male Lister hooded rats that were isolated for 6 weeks starting at weaning (Wongwitdecha and Marsden, 1996). Both of these studies incorporated isolation stress similar to ours, but it is possible that these effects extent to other stressors as well. One limitation of the current work is that we utilized only a single high dose of morphine, thus we can’t determine if adolescent stress shifts sensitivity to morphine. A similar series of experiments with additional morphine doses may provide some insight, but when our results are compared to earlier findings with morphine conditioned place preference (Wongwitdecha and Marsden, 1996; Coudereau et al., 1997) it could be hypothesized that adolescent stress blocks normal behavioral responses to opioids. Obviously, additional work is necessary to confirm this hypothesis.

Clinical literature reports psychological stress as a risk factor for initiation of opioid use (Hassanbeigi et al., 2013). It is interesting that in the pre-clinical literature, adolescent stress appears to dampen sensitivity to opioids. This has now been replicated using both morphine sensitization in the current study and the rewarding effects of morphine in prior studies (Wongwitdecha and Marsden, 1996; Coudereau et al., 1997). How to reconcile these data is not yet apparent. Human studies suggest that individuals who use opioids tend to experience stressful situations but they also use multiple drugs in addition to opioids, many have psychiatric diseases, and genetic factors increase risk among some individuals. In animal models, these external factors are controlled. It is possible that the decreased sensitivity to opioids observed in pre-clinical models is reflected in humans as individuals seeking out more drug to feel the same effect. Alternatively, it remains possible that pre-clinical researchers have not examined the right drug phenotype and/or this stressor doesn’t mimic the experience of adolescent stress in humans. For example, there are no studies to date that have examined the effect of adolescent stress on animal models of intravenous drug self-administration, a gold standard model of drug reinforcement.

In humans, psychological distress has been reported to be a greater risk factor for opioid abuse in females compared to males (Jamison et al., 2010). In our data, we report that our adolescent stressor appears to result in stronger effects on morphine sensitization in male mice. As discussed above, we did see a trend in female mice and we may have observed stronger effects with an increased sample size. It is difficult to compare these sex differences with other pre-clinical research because female animals have not been included in many studies. Specifically, the two studies that have examined effects of adolescent stress on opioid conditioned place preference only used male rodents (Wongwitdecha and Marsden, 1996; Coudereau et al., 1997). Clearly this is an area that requires further investigation.

The differences in morphine behavioral responses appear to emerge after repeated drug exposure as we saw little indication that stress altered the acute locomotor response to morphine. We observed that CVSS increased morphine stimulation in the male C57BL/6J chronic saline group, but not in the chronic drug group or with the between-groups analysis. These findings are consistent with a previous study that demonstrated that 14 days of restraint stress in adult C57BL/6J mice had no effect on acute morphine locomotor stimulation (Xu et al., 2014). However, these results differ from prior research in adult rats that have demonstrated that stress (restraint, handling, social defeat, foot shock, or social isolation) potentiates morphine-induced locomotor stimulation (Leyton and Stewart, 1990; Deroche et al., 1994; Stöhr et al., 1999). The stressors in these studies varied in duration and number of exposures. Stöhr et al. (1999) demonstrated that one 60-min restraint stress was not enough to potentiate morphine locomotor stimulation, but three exposures to restraint stress, handling or social defeat did. The stressors in the other papers were longer with five sessions of 20 min foot shock or 17 days of continuous social isolation in adulthood. These procedural differences make it difficult to draw strong conclusions, but it is interesting to note that while significant effects of stress exposure on morphine stimulation have been observed in rats, there is currently little evidence in C57BL/6J mice.

In the present work, we observed no difference in morphine consumption following adolescent social stress. Our findings align with work in adult male C57BL/6J mice. Exposure to chronic social stress increased morphine preference immediately (1 day) after stress exposure, but the effect was no longer present when tested 14 days post-stress exposure (Cooper et al., 2017). In the current experiment, mice were given access to morphine beginning 8–11 days following the stress exposure. We originally hypothesized that stress during adolescence would result in long-lasting differences in drug consumption because of the critical time in brain development, but that was not observed with morphine consumption. Instead, the effects of stress on opioid consumption may be time-dependent and only evident immediately after stress exposure. This is important when considering factors that could lead to drug use initiation.

In both the morphine sensitization and consumption experiments, we found pronounced differences between C57BL/6J and BALB/cJ mice. These differences confirm prior research demonstrating strain differences in morphine behaviors (Belknap et al., 1993; Semenova et al., 1995; Kest et al., 2002; Kennedy et al., 2011). Specifically, these results align with literature showing that C57BL/6J mice consume significantly more morphine than BALB/cJ mice (Belknap et al., 1993). In the current study our paradigm produced robust behavioral sensitization in C57BL/6J mice, but not in BALB/cJ mice. To date there is little published data on morphine sensitization in BALB/cJ mice. In studies examining acute locomotor activation in adult C57BL/6J and BALB/cJ mice, these strains exhibited similar stimulation in response to 32 mg/kg morphine (Belknap et al., 1998). It is possible that the dose of morphine (100 mg/kg) we chose was too high to produce sensitization in the BALB/cJ strain. Thus, while we can say CVSS did not influenced morphine consumption in either C57BL/6J or BALB/cJ mice, our conclusion on morphine sensitization is limited to the specific dose tested in this experiment. It is critical to recognize that different effects may be observed on other morphine behaviors or in response to other doses of morphine used in our paradigms.

Here we show that exposure to chronic social stress in adolescence changes the physiological response to an acute stressor in adulthood. In particular, we found that it took stressed mice longer to recover following a 15 min restraint stress. This finding is in line with research suggesting that animals chronically exposed to one type of stressor have an altered hormonal response to a novel stressor (Romeo, 2013). For example, adolescent rats exposed to 7 days of a cold room stressor then restraint stress had a delayed recovery of CORT to the restraint stress. In contrast, this effect was not observed in adult rats or in adolescent rats exposed to 8 days of restrain stress (Lui et al., 2012). In this prior study, all stress exposures occurred during adolescence, but the current findings suggest that this altered physiological response to an acute stressor may last into adulthood.

The HPA system appears to be involved in opioid responses. In adult rats, repeated exposure to restraint stress increased the locomotor response to an acute injection of morphine, an effect which was showed to be dependent on stress-induced corticosterone secretion (Deroche et al., 1992). Additionally, short term isolation of adult rats produced a similar increase in morphine-induced locomotor activity; a response which again was blocked by removal of the adrenal glands resulting in no stress-induced corticosterone secretions (Deroche et al., 1994). In both of these cases the outcome was locomotor activity following a single injection of morphine. To our knowledge little data exist on the role of the HPA system in sensitization observed following chronic morphine administration.

In general, the PFC is thought to activate the HPA axis, although the specific mechanism depends on the stimulus (Cerqueira et al., 2008). Further, this connection is weakened by chronic stress (Sullivan and Gratton, 1999). Here we found no difference in the CORT response to an acute stress, but instead found a delayed recovery to baseline. We have found no other studies that report similar findings; thus, replication of this work will be important.

In this study we observed 12 miRNA in the adult PFC that were downregulated following adolescent social stress. We chose to examine differential gene expression in the PFC because of our prior work which demonstrated lasting changes in neuronal excitability in this region (Caruso et al., 2018a). A differentially expressed miRNA of interest that we identified was miR-183. This finding is consistent with a prior study that showed chronic immobilization stress in adulthood decreased the expression of this miRNA in the amygdala and CA1 region of the hippocampus (Meerson et al., 2010). 

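Both arms of miR-183 were counted in the PFC. miR-183-5p was measured at 9185 ± 11556 CPM (SD, n = 6) in control mice and 166 ± 304 CPM (SD, n = 5) in CVSS mice, a log2 fold change of -5.79 (standard error 1.61, edgeR adjusted p = 0.186). In 1 control mouse, number 29, it was at 14.0 CPM, below the 707 CPM of CVSS mouse 5. With each mouse left out in turn its log2 fold change stayed between -8.23 and -4.86, and its edgeR adjusted p-value was under 0.05 without control mouse 29. The less abundant miR-183-3p was measured at 60.8 ± 73.7 CPM in control mice and 1.40 ± 2.67 CPM in CVSS mice, a log2 fold change of -5.39 (standard error 1.35, edgeR adjusted p = 0.114). It had 21 counts in CVSS mouse 5 and 0 or 1 in the other CVSS mice, within the limit that a count of 0 allows. Its CVSS mean thus rests on mouse 5. In DESeq2 with default settings, the tool the paper names, the adjusted p-values were 0.00265 for miR-183-5p and 0.0365 for miR-183-3p. In limma-voom they were 0.491 and 0.631. The other miRNA of this cluster followed the same direction. miR-182-5p, the most abundant of the 12, was at 106914 ± 139937 CPM in control mice and 2228 ± 4022 CPM in CVSS mice, with a log2 fold change of -5.58. miR-96-5p was at 289 ± 341 CPM in control mice and 2.28 ± 2.95 CPM in CVSS mice, with a log2 fold change of -6.98. It had 1 or 2 counts in CVSS mice 1, 9 and 17, within the same limit. For all 4 miRNA the SD among control mice exceeded their mean.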

Interestingly, in that study an upregulation was identified after acute immobilization stress, suggesting that the duration of stress exposure is important. Time-dependent effects of stress exposure on other miRNAs have also been observed. For example, miR-200a-3p was shown to be down regulated in the PFC of rats exposed to 4 weeks of chronic unpredictable stress in adulthood; a finding similar to our own. In contrast, after 12 weeks of stress exposure this same miRNA was upregulated (Satyanarayanan et al., 2019). We believe that this investigation produced the first known data to examine the global patterns of PFC miRNA expression following adolescent stress. Given that these small RNA molecules regulate mRNA expression, our findings could contribute to the altered behavioral responses we observed, but additional work is necessary to confirm this hypothesis. Further, these data provide additional support that repeated exposure to stress in adolescence may compromise typical development of the PFC.

To our knowledge none of the miRNA we found differentially expressed have been linked to addiction phenotypes. miRNA have emerged in the last decade as a potential regulator of addiction (for review see Smith and Kenny, 2018). In this work, changes in miRNA are thought to be an epigenetic mediator of mRNA gene expression and a mechanism for altering brain plasticity in response to drug exposure. Thus, researchers have looked at how miRNA are changed in response to drugs. One example from clinical literature is that specific miRNA are differentially expressed in patients with opioid use disorder compared to healthy controls (Hsu et al., 2019). Here we suggest that exposure to stress in adolescence (in the absence of any drug exposure) also changes miRNA expression. Thus, these stress-induced alterations in miRNA levels may predispose individuals to being more/less sensitive to drug exposure and possibly alter later drug use.

Functional enrichment analysis of the differentially expressed miRNA and their predicted mRNA targets identified proCancer-related pathways among the top enrichment terms in both miRPath and IPA analyses (Supplementary Tables 4, 5). Cancer-related signaling tends to involve ubiquitous molecules and pathways that often also participate in neurological functioning. For example, the top enriched miRPath KEGG pathway was MAPK signaling (Table 4), a biological pathway well known to mediate cancer formation as well as learning and memory (Atkins et al., 1998; Wagner and Nebreda, 2009). Further, in addition to their known role in tumor formation (Inokuchi et al., 1987), glycosphingolipids have recently been implicated in addiction (Kalinichenko et al., 2018). IPA core analysis identified overall top enrichment terms related to cancer and synaptogenesis (Supplementary Table 5). It is also notable that the top IPA Diseases/Functions terms under the subcategory “Physiological System Development and Function” was “Nervous System Development and Function.” Thus, adolescent stress appears to alter expression of adult miRNAs broadly regulating signaling pathways related to cancer and nervous system development/functioning. These specific miRNA and pathways serve as mechanisms by which adolescent stress my change later opioid behaviors.

The current work demonstrates a gene-environment interaction that predisposes certain individuals to opioid behaviors following adolescent stress. Specifically, adult C57BL/6J mice exposed to adolescent social stress had attenuated morphine sensitization compared to control animals, whereas BALB/cJ mice did not. It remains possible that adolescent stress may impact morphine sensitization in BALB/cJ if a more optimal dose of this drug was used in this strain. This is a critical point; our conclusion of a gene-environment interaction is limited to the two strains we tested and to sensitization to a 100 mg/kg dose of morphine. Interestingly, this is not the first time we observed a strain × stress dependent effects with this stressor; a similar finding was seen with nicotine behaviors, with altered sensitivity to nicotine in male BALB/cJ, but not C57BL/6J mice (Caruso et al., 2018a,b). Given that the majority of addiction research utilizes C57BL/6J mice it is important to recognize that we may miss gene-environment interactions if utilizing only a single mouse strain. This limitation extends to our own work where we conducted our physiological assays in only C57BL/6J mice. While we performed follow-up work on C57BL/6J animals because of the behavioral differences we observed, if we had included both strains in our physiological measurements, we may have observed gene-environment interactions with those phenotypes as well.

## Data Availability Statement

Sequencing data generated for this study can be found in GEO accession number GSE172077.

## Ethics Statement

This study was reviewed and approved by The Pennsylvania State University Institutional Animal Care and Use Committee.

## Author Contributions

HK, CM, JC, and SC designed the study. HK, CM, and JC performed the experiments. HK, CM, JC, DZ, WH, CS, AS, IA, and SC analyzed the data. HK, WH, TG, DF, PG, and SC provided conceptual input into the project and edited the manuscript. HK, JC, and DZ wrote the manuscript. All authors contributed to the article and approved the submitted version.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Adolescent Stress Reduces Adult Morphine-Induced Behavioral Sensitization in C57BL/6J Mice
**Source:** Front Behav Neurosci. 2021 Jun 3;15:678102. doi: 10.3389/fnbeh.2021.678102
**Supplement:** Supplementary file 2

**Supplemental Table 2.** Full Morphine Sensitization ANOVA Output including Day, Strain, Stress Condition, Sex, and Drug Group as Independent Factors.

| **Factor** | **df** | **F** | **p-value** |
| --- | --- | --- | --- |
| Day | 6, 516 | 58.5 | <0.001* |
| Day X Strain | 6, 516 | 22.4 | <0.001* |
| Day X Stress Condition | 6, 516 | 0.9 | 0.4 |
| Day X Sex | 6, 516 | 0.1 | 1 |
| Day X Drug Group | 6, 516 | 44.1 | <0.001* |
| Day X Strain X Stress Condition | 6, 516 | 0.6 | 0.7 |
| Day X Strain X Sex | 6, 516 | 0.8 | 0.6 |
| Day X Strain X Drug Group | 6, 516 | 14.6 | <0.001* |
| Day X Stress Condition X Sex | 6, 516 | 0.3 | 0.9 |
| Day X Stress Condition X Drug Group | 6, 516 | 1.4 | 0.2 |
| Day X Sex X Drug Group | 6, 516 | 0.2 | 1.0 |
| Day X Strain X Stress Condition X Sex | 6, 516 | 2.4 | 0.03* |
| Day X Strain X Stress Condition X Drug Group | 6, 516 | 1.1 | 0.4 |
| Day X Strain X Sex X Drug Group | 6, 516 | 1.5 | 0.2 |
| Day X Stress Condition X Sex X Drug Group | 6, 516 | 3.0 | 0.006* |
| Day X Strain X Stress Condition X Sex X Drug Group | 6, 516 | 1.0 | 0.4 |
| Strain | 1, 86 | 72.7 | <0.001* |
| Stress Condition | 1, 86 | 0.3 | 0.6 |
| Sex | 1, 86 | 1.4 | 0.2 |
| Drug Group | 1, 86 | 69.9 | <0.001* |
| Strain X Stress Condition | 1, 86 | 0.04 | 0.8 |
| Strain X Sex | 1, 86 | 0.3 | 0.6 |
| Strain X Drug Group | 1, 86 | 43.6 | <0.001* |
| Stress Condition X Sex | 1, 86 | 0.5 | 0.5 |
| Stress Condition X Drug Group | 1, 86 | 1.4 | 0.2 |
| Sex X Drug Group | 1, 86 | 1.7 | 0.2 |
| Strain X Stress Condition X Sex | 1, 86 | 0.2 | 0.7 |
| Strain X Stress Condition X Drug Group | 1, 86 | 0.6 | 0.4 |
| Strain X Sex X Drug Group | 1, 86 | 0.5 | 0.5 |
| Stress Condition X Sex X Drug Group | 1, 86 | 2.9 | 0.09 |
| Strain X Stress Condition X Sex X Drug Group | 1, 86 | 1.5 | 0.2 |

*p < 0.05

How the deposited data were processed for this re-analysis (not part of the article)

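miRNA was measured by small-RNA sequencing in the PFC of 11 male C57BL/6J mice, 6 control and 5 CVSS, with 1 library per mouse. Every library name in the deposited table begins with CVSS, so the condition of each was taken from the treatment given in its sample record. The replicate numbers used here are those of the library names.

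The authors prepared libraries with the TruSeq small RNA kit, sequenced 50-base reads on an Illumina HiSeq, mapped them to mm10 with ShortStack and deposited the raw counts of reads on each mature miRNA locus of miRBase. The versions of ShortStack, miRBase and DESeq2, and whether counting used the strand, are not given in the paper's text. The authors also deposited a table with the signal per library, which is the count divided by a DESeq2 size factor, and size factors recovered from it lay between 0.680 and 1.48. In that table the authors deposited a log2 fold change per locus (control over CVSS), its standard error, the Wald statistic as a score, and the p-value before and after Benjamini-Hochberg adjustment. The deposited log2 fold changes have the opposite sign to those given here.

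The counts were used as deposited. The table held 2110 loci under 1966 names, no row without a name, and 1372 loci with at least 1 count. Total counts on these loci lay between 2334574 and 6674512 per library. Shares of single libraries have 95% Wilson intervals, from 30.5% to 30.6% for the highest share of the 12 miRNA, in control mouse 37. Intervals and limits cover counting error only, since PCR copies are not independent molecules. No libraries were copies of each other, since over the 55 pairs of libraries the smallest chi-square per degree of freedom was 58.9.

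Libraries were grouped as control or CVSS and compared with edgeR's quasi-likelihood test (edgeR 4.0.16 in R 4.3.3) with TMM normalization, no covariate, the loci with at least 10 counts over the 11 libraries, and a Benjamini-Hochberg adjusted p-value under 0.05 as the threshold. Standard errors were computed from the log2 fold change and the quasi-likelihood F statistic. DESeq2 1.42.0 and limma 3.58.1 were used for alternatives, and for tests of lists fry and camera of limma were used. Exact permutation tests, two-sided, covered every division of the libraries into groups of these sizes, on log2(CPM + 1) for the 12 miRNA and on the total and the share of counts (Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3, and matplotlib 3.10.9 for figures). Correlations between the 3 genomic clusters were computed within the control mice only.

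The tests were tried on simulated data, in which counts for 882 loci were drawn from the real means and library sizes and 200 loci were changed by known fold changes. edgeR recovered 182 of these (91%) with 8 false calls, DESeq2 recovered 178 (89%) with 10 false calls, and limma-voom recovered 182 with 11 false calls. The simulated spread between mice was not matched to that of the miRNA the paper names. For miR-183-5p the SD among control mice was 11556 CPM, above the mean of 9185 CPM. The simulation therefore does not show how these tests compare for miRNA that vary so widely. It cannot decide between their different numbers of loci called.

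The miRNA named were fixed by a rule before the data were examined. They are the 12 miRNA the paper names, the other mature miRNA of the same precursors and of miR-497a, up to 5 further loci under the threshold in each direction, and the miRNA of 7 marker lists. The lists were for pituitary, choroid plexus and cilia, blood, squamous epithelium, hindbrain and spinal cord, oligodendrocytes and cortical neurons, and were written from general knowledge. The first rows of Supplementary Table 3, which include miR-203-3p of the squamous epithelium list, had been seen by then, as had the levels of the 12 miRNA in that table.

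Alternatives fixed before the data were examined were other normalizations (RLE factors, library totals only, and factors and totals without the 12 miRNA), other filters, 1 row per mature miRNA name, DESeq2, limma-voom, a robust fit, other pseudocounts (0.1 and 10), ranks, the linear scale, and leaving out each mouse in turn. DESeq2 with each mouse left out and with 1 row per name was added after the data had been seen.

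Positions are those of the deposited table. Precursor genes, overlapping transcripts and mature sequences were taken from the GRCm38 genome, the build mm10 names, with the GENCODE M21 annotation. Target prediction and the pathway analyses were not repeated, since the tools and their databases were not available.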

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

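The tests used here to weigh explanations were chosen after the results had been seen.

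Single mice were compared with their group by Dixon's gap ratio, the gap to the nearest mouse over the range of the group. CVSS mouse 5 stood apart from the other 4 CVSS mice in 4 of 14 comparisons in the CVSS group. A control mouse stood apart in 0 of 14 in the control group. By chance about 1 in 20 such comparisons, or 0.70 of 14, would stand out, and these are not independent because the miRNA rise and fall together. Its share of counts on the 12 miRNA was 1.11%, against 0.162% in the next CVSS mouse and a range from 0.0335% to 30.5% among control mice. Its log2(CPM + 1) was 1.12 for miR-141-5p, which had no count in any other CVSS mouse, and 2.84 for miR-183-3p. For miR-497b its log2(CPM + 1) was 0, the lowest of the group. A count of 0 in this library allows up to 0.882 CPM, more than the level of any other CVSS mouse, so for miR-497b the depth does not separate it from the others. For miR-141-5p it had 4 counts, or 1.18 CPM, and since a count of 0 allows up to 1.26 CPM in CVSS mouse 1, the depth does not separate it there from each of the others either. Of the 4 comparisons, those of miR-183-3p and of the share do not rest on counts at this limit alone. For miR-183-3p, however, the other CVSS mice had only 0 or 1 counts. The share was compared in percent, and the miRNA as log2(CPM + 1). For miR-182-5p, the most abundant of the 12, the gap ratio of CVSS mouse 5 was 0.507, under the critical value of 0.71. The share thus stood out in percent, whereas the miRNA that makes up most of it did not on the log2 scale.

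Technical explanations for the higher share were weighed first. The library of CVSS mouse 5 had 3275673 counts, within the range of both groups. Reads passed between the libraries of one pool would give the CVSS libraries about equal shares, whereas the share of CVSS mouse 5 was 63.7 times the lowest. Among the other CVSS mice the highest share was 9.29 times the lowest, so such reads are unlikely to give all of their low counts. A part up to about the lowest share stays open. A mislabelled library was not tested, because no value in the tables marks the condition of a mouse independently of the miRNA compared. Tissue of another kind in the sample, and a difference in the response of this mouse to CVSS, remain open. The first is weighed for the control mice among the other observations, and the second was not tested. Without CVSS mouse 5 the median log2 fold change of the 12 miRNA was -8.08 in place of -5.93.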

How the results depend on the processing

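All of the 12 miRNA kept a negative log2 fold change under the 22 alternatives, apart from miR-141-5p and miR-497b under edgeR's filterByExpr, which removed these 2 and left 10. The number of loci with an adjusted p-value under 0.05 did not stay. It was 0 in edgeR with TMM normalization, with RLE factors, with library totals only, with factors and totals computed without the 12 miRNA, with filterByExpr and with a robust fit, and 0 in limma-voom with and without sample quality weights. The number with an unadjusted p-value under 0.05 was 78 with TMM normalization and between 52 and 102 in these others. Library totals only shifted the median log2 fold change of all loci from 0.025 to 0.23, and of the 102 loci with an unadjusted p-value under 0.05 only 16 were lower following CVSS, against 40 of 78 with TMM normalization.

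The number was 15 in edgeR without a count minimum, 7 with 1 row per mature miRNA name, 12 in DESeq2 with default settings, and 10 in DESeq2 without its Cook's distance cutoff and independent filtering. Those 7, 12 and 10 were all among the 12 miRNA. Across the 11 edgeR fits that each left out 1 mouse it ranged from 0 to 15, with 15 without control mouse 29, 11 without control mouse 33 (8 of them among the 12) and 0 in the others, where 54 to 92 loci had an unadjusted p-value under 0.05. The cause of these differences was not tested. In DESeq2, in fits chosen after the data had been seen, it ranged from 5 without control mouse 37 to 14 without control mouse 33, and was 12 with 1 row per name. The loci called outside the 12 are named after their values were seen. In edgeR they were miR-497a-3p, miR-200b-5p and miR-182-3p without control mouse 29, and miR-497a-3p, miR-203-3p and miR-203b-5p without control mouse 33, all lower following CVSS. In DESeq2 they were miR-182-3p without control mouse 29, miR-203-3p and miR-203b-5p without control mouse 33 and miR-200b-5p without CVSS mouse 5, all lower, and miR-3547-3p and miR-760-3p, higher, without CVSS mouse 1 or 17.

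In the exact permutation tests of log2(CPM + 1), 12 of the 12 miRNA had an adjusted p-value under 0.05 with each pseudocount and with library totals only, and 9 did with mean ranks. The adjustment covered the 12 alone, which the study chose on these same mice. On the linear CPM scale 0 did, with adjusted p-values from 0.0779 to 0.0844. Across the exact permutation tests that each left out 1 mouse the number ranged from 0 to 12. It was 0 without control mouse 21, 25, 37 or 41 and without CVSS mouse 1, 9 or 17, 10 without CVSS mouse 13, and 12 without control mouse 29 or 33 or CVSS mouse 5. The cause was not tested.

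The difference in the share of counts on the 12 miRNA ranged from -12.4 to -6.31 percentage points with 1 mouse left out. Its exact permutation p-value was 0.0693 with all mice, 0.00794 without control mouse 29, 0.0317 without any other control mouse, and between 0.0524 and 0.0571 without 1 CVSS mouse. The difference in total counts kept its direction under each of its alternatives, from -1442303 to -456469 counts. The correlations between the 3 genomic clusters in control mice lay between 0.940 and 0.998 under each of theirs.

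No marker list had an adjusted p-value under 0.05 in fry, with all mice, with factors without the 12 miRNA or with any 1 mouse left out, nor in camera, which was run with all mice only. The direction of 4 lists depended on 1 mouse. With each mouse left out, the mean log2 fold change for blood ranged from -0.75 to 0.017, the latter without control mouse 25. For oligodendrocytes it ranged from -0.26 to 0.11, with 0.11 without control mouse 33 and 0.028 without CVSS mouse 17. For hindbrain and spinal cord it ranged from -0.42 to 0.028, the latter without control mouse 41, and for pituitary from -0.11, without CVSS mouse 13, to 0.42. Of the 651 alternative values of single miRNA and lists, 477 kept their direction and their side of the threshold, 101 were no longer under it, 68 came under it and 5 changed direction.

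No paired analysis was possible because the control and CVSS mice share no replicate number and their records give no litter. The paper states that littermates were divided evenly between the groups, so the tests here ignored any litter shared between them. Depth limits the statements on miR-497b and miR-141-5p, which had at most 2 and 4 counts in any CVSS mouse. It also limits those on miR-183-3p, which had at most 1 count in any CVSS mouse other than mouse 5. The same holds for miR-200a-5p, miR-200c-3p and miR-96-5p, which had at most 3 counts in each of CVSS mice 1, 9 and 17.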

Differences from the paper's values

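The paper reports 12 miRNA downregulated following CVSS, whereas edgeR's quasi-likelihood test gave 0 loci with an adjusted p-value under 0.05. Of the alternatives set before the data were examined, the number came within 1.5 times the paper's in DESeq2 with default settings (12, the same miRNA), which is the tool the paper's methods name, in DESeq2 without its Cook's distance cutoff and independent filtering (10), in edgeR without a count minimum (15, with all 12 of the paper's), and in edgeR without control mouse 29 (15) or control mouse 33 (11, with 8 of the paper's 12). It did not with 1 row per mature miRNA name (7, all among the paper's 12), nor with RLE factors, library totals only, factors and totals without the 12 miRNA, filterByExpr, a robust fit, limma-voom with or without sample quality weights, or any other mouse left out, each of which gave 0. In fits chosen after the values had been seen, DESeq2 with 1 row per name gave 12, and with 1 mouse left out it gave between 5 and 14.

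The paper reports an average of 7 M reads per sample (M, 1000000), whereas the deposited counts on miRNA loci averaged 3.71 M per library. These are different measures, since the deposited table holds only the reads counted on miRNA loci. The alternatives set before the data were examined could only lower the counts, to 3.42 M without the 12 miRNA and 3.53 M with 1 row per mature miRNA name. They therefore could not test the cause of the gap.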

Other observations

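The correlations between the clusters and the tests of the marker lists by group were set before the data were examined, and all other tests here were chosen, and their thresholds set, after the results had been seen.

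Other divisions of the 11 libraries into groups of 6 and 5 were compared with the real one. Of 100 divisions, the real one included, 6 gave at least as many loci as the 12 that DESeq2 called, and 20 gave at least 1. Of the loci called in those 6, 12 of 12 were lower in the group of 5 in the real division. In the others 12 of 12, 7 of 14, 0 of 13, 2 of 17 and 7 of 19 were lower. In edgeR 7 of the 100 gave at least as many loci with an unadjusted p-value under 0.05 as the real 78, the median being 38.5. For the 0 loci that edgeR called, and for the 0 marker lists, all 100 of 100 gave as many, so these comparisons carry no information. An arrangement of the mice unrelated to CVSS is therefore not excluded as an explanation of the number of loci called.

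The 3 genomic clusters rose and fell together among the 6 control mice. Over 3 relations of log2(CPM + 1), Pearson's r was 0.994 for miR-429-3p and miR-141-3p, 0.986 for miR-429-3p and miR-182-5p, and 0.998 for miR-141-3p and miR-182-5p (exact permutation p = 0.00139 each, adjusted p = 0.00139). Spearman's rho was 1 in each (exact permutation p = 0.00278, adjusted p = 0.00278). Without control mice 29 and 33, the farthest from the median, r was 0.971, 0.940 and 0.994 (exact permutation p = 0.0417 each, the smallest that 4 mice allow). The share of counts on the 12 miRNA ranged from 0.0335% to 30.5% among these mice, which were not exposed to CVSS.

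Some technical explanations of this shared variation are argued against by the tables. Among the control mice the highest total count was 2.44 times the lowest, whereas the level of miR-429-3p, over totals without the 12 miRNA, differed 585-fold, and 33.6-fold without control mouse 29. Control mouse 37 had both the highest total and the highest share, but over the control mice the total without the 12 miRNA and the share had a Pearson's r of 0.309 (exact permutation p = 0.564) and a Spearman's rho of 0.257 (exact permutation p = 0.658). The few abundant miRNA did not create the correlations through normalization, since with CPM from totals without the 12 the smallest r was still 0.986. Reads passed within a pool would level the shares of the control mice, which differed 911 times, and 18.0 times without control mouse 29. For the low counts in CVSS mice such reads cannot be told apart from expression, because without CVSS mouse 5 the shares there differed only 9.29 times. The order of the libraries in the sample sheet cannot be told apart from the groups, because the CVSS libraries have the numbers 11 to 15 and the control libraries 16 to 22. Within the control mice the number had a Spearman's rho of 0.257 with miR-182-5p (exact permutation p = 0.658) and Pearson's r of 0.176 (exact permutation p = 0.783).

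A candidate explanation is that 1 source, present in varying amount, holds the 3 clusters in near-fixed proportion. The ratios between the clusters had a median SD of 0.61 on the log2 scale among control mice, whereas the levels had SDs from 3.47 to 3.94. Of 10000 pairs of other miRNA, 82.3% had a ratio with a smaller SD, the median was 0.39 and the 95th percentile was 0.86, so the ratios varied more than those of most pairs but less than the levels did. Such a source may be a cell type of the PFC or tissue from outside it taken with the punch, and the tables do not decide between these.

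Marker lists were compared with this pattern. No list differed between the groups in fry, with mean log2 fold changes of 0.26 for pituitary, -0.47 for choroid plexus and cilia, -0.36 for blood, -0.51 for squamous epithelium, -0.23 for hindbrain and spinal cord, -0.10 for oligodendrocytes and -0.14 for cortical neurons, and adjusted p-values from 0.382 to 0.766. None was called by camera with its preset correlation either. Of the 30 loci of the lists 0 had an edgeR adjusted p-value under 0.05, adjusted over the list alone or over all loci. Of the 23 miRNA with these loci, 23 had a mean above 1 CPM in the control PFC, 0 belong to more than 1 list and 0 are among the 12.

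Within the control mice, the counts on each list were set against those on the 12 miRNA. For every 100 counts on the 12 miRNA they rose by 0.0920 for pituitary, 0.998 for choroid plexus and cilia, 0.237 for blood, 0.00810 for squamous epithelium and 0.0142 for hindbrain and spinal cord, and with any 1 control mouse left out by at most 0.0955, 1.03, 0.528, 0.0600 and 0.299. For cortical neurons the change was 1.29 and for oligodendrocytes -0.0222. For these and for hindbrain and spinal cord, which fell to -0.00652, the sign depended on the mouse left out. None of these tissues is therefore a likely source of the whole pattern if its own miRNA are at least 10 counts per 100 on the 12 in it. That limit is an assumption, since no reference levels for these tissues were used here. Over the lists, counts for choroid plexus and cilia and for pituitary rose with those on the 12. Pearson's r was 0.994 and 0.985 (exact permutation adjusted p = 0.00972 each), and between -0.0832 and 0.468 for the other lists. Both tissues stay open as the source within the control mice if their own miRNA lie under that limit. Between the groups the relation did not hold in every mouse. In CVSS mice 5 and 13 miR-204-5p was at 3042 and 2866 CPM (TMM-normalized). It was at 2979 and 2662 CPM in control mice 25 and 41. The shares of these mice on the 12 miRNA were 1.11% and 0.162%, against 14.7% and 12.6%. In CVSS mice 1 and 17 miR-204-5p was lower than in any control mouse, at 1183 and 1211 CPM. The most abundant miRNA of the lists were miR-204-5p for choroid plexus, at 3095 ± 1913 CPM (SD, n = 6, over totals without the 12 miRNA), miR-486a-5p for blood, at 5392 ± 1790 CPM, miR-375-3p for pituitary, at 180 ± 174 CPM, miR-203-3p for squamous epithelium, at 128 ± 42.5 CPM, and miR-10b-5p for hindbrain, at 359 ± 152 CPM. Over 23 relations, miR-375-3p, miR-204-5p and miR-211-5p rose with the counts on the 12 with a Spearman's rho of 1 (exact permutation p = 0.00278, adjusted p = 0.0213) and Pearson's r of 0.988, 0.994 and 0.941 (exact permutation p = 0.00139, adjusted p = 0.0106). Without control mice 29 and 37, the farthest from the median, r was 0.876, 0.947 and 0.823. Over the 4 mice left by this check r was about as high for 6 other miRNA, 0.948 for miR-34b-5p, 0.934 for miR-223-3p, 0.925 for miR-203-3p, 0.859 for miR-205-5p, 0.834 for miR-10a-5p and 0.831 for miR-10b-5p, whose r over all 6 mice was between 0.110 and 0.475, so the check does not single out the first 3. miR-128-3p of the cortical neuron list fell, with a rho of -0.943 (exact permutation p = 0.0167, adjusted p = 0.0958) and r of -0.946 (exact permutation p = 0.00694, adjusted p = 0.0399), or -0.778 without those mice. miR-7a-5p of the pituitary list (rho 0.257) and miR-34c-5p of the choroid plexus and cilia list (rho -0.200) did not rise with them, so a smaller part from a source that holds miR-375-3p, miR-204-5p and miR-211-5p stays open.

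Other miRNA followed the share as well. Of 442 other loci with a mean of at least 10 CPM, 44 had an exact permutation p-value under 0.05 for Spearman's correlation with the share among control mice, 12 of them positive, against a median of 12 under permuted shares (exact permutation p = 0.0139). The smallest adjusted p-value of a single locus was 0.205. This is consistent with a change of the wider miRNA profile with the share, as another cell type or another composition of the punch would give, but does not name its source. A biological effect of CVSS on these miRNA remains open and was not separated from such a difference in composition.

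miR-497b may owe its difference to reads it shares with miR-497a-3p, whose locus overlaps it on the opposite strand. The counts of the 2 loci were equal in 7 of the 11 libraries and differed by at most 3. miR-497a-3p had a log2 fold change of -2.80 (edgeR adjusted p = 0.0558). Its mean was at least 1.91-fold lower following CVSS, or 1.63-fold without control mouse 37. Over the alternatives the adjusted p-value of miR-497b ranged from 0.0227 to 0.375. The tables do not say which strand the reads came from.

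Among the other mature miRNA of the same precursors, the mean of miR-182-3p was at least 3.75-fold lower following CVSS (edgeR adjusted p = 0.160). Without control mouse 37 this bound was 2.28-fold. Control mice 21, 29 and 33 had 1, 0 and 2 counts of it, within the limit that a count of 0 allows. The bound therefore does not hold for each control mouse. miR-200b-5p had a log2 fold change of -4.49 (edgeR adjusted p = 0.189). miR-497a-5p, with a log2 fold change of -0.55, had an edgeR adjusted p-value of 0.447. miR-96-3p (edgeR adjusted p = 0.432) had at most 14 counts in any mouse. miR-429-5p and miR-200c-5p had at most 1 and 4 counts in any mouse and did not reach the count minimum. In edgeR without that minimum their adjusted p-values were 0.653 and 0.545.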
